A study of Drosophila melanogaster with 6 samples. Its data were reported in "Cyclin G and the Polycomb Repressive complexes PRC1 and PR-DUB cooperate for developmental stability" (2018).

How the data were processed

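ChIP-seq of Myc-tagged Cyclin G was measured in wing imaginal discs of female larvae raised at 25 °C. The labels give 6 libraries: 2 ChIP replicates from discs expressing Myc-CycGΔP, 2 inputs of the same chromatin, 1 mock ChIP from da-Gal4/+ discs and 1 input of the mock chromatin. Each ChIP used chromatin of 600 discs split over 12 tubes with 3 µg of anti-Myc antibody per tube, and 2% of the chromatin was kept as input. The libraries of the Myc-CycGΔP discs were made from 38 ng of DNA and read to 75 bp, and the mock libraries from 5 ng and 50 bp, so library preparation and genotype differed together.

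The values analysed are the authors' deposited peak list, with 3363 peaks in 3 columns (sequence, start counted from 0, and end) and no column of values per sample, score or height. To make it, the authors filtered reads by base quality, aligned them to dm6 with Bowtie2 at default settings and called peaks with MACS2 for each ChIP replicate against its own input at a fixed fragment size. They then retained the peaks that were reproducible between the replicates by the irreproducible discovery rate, and fused overlapping ones with bedtools. Default alignment reports 1 place for a read that matches several places equally well. The mock ChIP is not named in the peak calling and is not used here. The read numbers of the libraries were not used here, and the list gives no depth behind a peak, so the precision given is the counting error over peaks and genes.

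Coordinates are given from 1 on dm6. Genes, transcripts and biotypes came from the Ensembl release 115 annotation (FlyBase annotation 6.54) with 18358 genes, of which 13986 are protein-coding, and repeats from the soft-masked dm6 sequence. The study used an earlier annotation release of the same build. A gene was called bound when it overlapped a peak by at least 1 bp, as in the study, and TSS-bound when an annotated transcript start lay inside a peak. The analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

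The tests, the gene sets, the motifs and the rule for naming genes were fixed before the data were examined. The number of peaks per sequence was tested by 100000 multinomial draws by non-N length with a chi-square statistic. For overlaps, repeat content, GC content and spacing, every peak was placed again at random 10000 times with its own width, on its own sequence and outside N, and the value is the observed number divided by the mean of the placements (two-sided permutation p). These p-values were not adjusted; those of the main placements all equalled the smallest possible one. Gene sets were tested with a one-sided hypergeometric test over all annotated genes, with Benjamini-Hochberg adjustment over 8 sets. The sets were chosen by symbol (RpL, RpS and RpLP genes with sta, sop and oho23B for cytoplasmic ribosomal proteins, mRpL and mRpS, eIF, proteasome, oxidative phosphorylation and histone symbols), by the biotype tRNA, or by the word kinase in the product name. Rack1 was not counted as a ribosomal protein gene. Motifs were counted on 1 TSS per protein-coding gene, the 5′-most start inside a peak for bound genes and the 5′-most start for unbound genes, within 100 bp on each side, or on the gene's strand within 10 bp for the initiators and 20 to 40 bp upstream for the TATA box. Bound and unbound genes were compared with Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 9 motifs. The number of peaks on each arm was also compared with the number expected by length with an exact binomial test, two-sided and unadjusted. Shares have 95% Wilson intervals, and the limit for nuclear tRNA genes, of which 0 were bound, is 3 counts of the total.

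Genes were named by a fixed rule: CycG, RpL7, RpL5 and Rack1, then the genes of the 5 widest peaks and of the 5 widest that cover a TSS, width standing in for the missing score, and members of a set where 5 or fewer were bound. The mobile element families named in the closing section were chosen after their values were seen.

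Unique sequence was defined after the data were examined. Every 75 bp word of dm6, the read length, was counted on both strands, and 86.1% of the words of the genome occurred once. A peak was called unique when at least 90% of the words starting in it occurred once, where words that hold N or run past the end of a sequence were not counted. The counting was checked by direct search of 40 random words, with 0 disagreements. Sequence was also divided into 200 kb bins of the arms other than Y, called repeat-rich at 30% or more repeat-masked bases and repeat-poor below.

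The code was tested on simulated data. In a simulated list with 30.0% of 3363 peaks planted at TSSs, the share beyond chance was estimated at 29.2%. Of 200 lists without planted peaks, 1.5% gave p under 0.05. For simulated sets of 100 genes with a planted odds ratio of 3, the median of 500 draws was 3.04, and 3% of 500 sets without planted binding gave p under 0.05. All planted motif matches were found in 2000 promoters per motif.

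The alternatives planned were a circular shift of all peaks of a sequence, placement anywhere in the genome or in unmasked sequence, the arms alone, the peaks at or above the median width (called the wider peaks, 1685), merging of peaks within 1 kb, 50% of the peak inside the gene, a TSS within 250 or 1000 bp, protein-coding genes alone, and expected peaks by unmasked length. For the sets and motifs they were also any overlap with the gene, neighbouring members left out, a motif window of 250 bp on each side, and no ribosomal protein genes. Added after the data were seen were unique sequence, placement within 2 percentage points of the peak's GC content (30 peaks had fewer than 20 such positions among 2000 draws), repeat-poor bins alone, nuclear tRNA genes alone, expected numbers of peaks per arm over the arms alone, the 5′-most start for bound and unbound genes alike, and no histone cluster genes, with all peaks and with the wider peaks. For the repeat-poor bins, only the peaks were limited to these bins, and the placements covered the whole arm. Analyses by replicate were left out, since the list holds no values per replicate.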

Results

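Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was used to map where a tagged Cyclin G sits on the Drosophila genome in wing imaginal discs of female larvae. The tagged protein (Myc-CycGΔP) carried a Myc tag and lacked the PEST-rich domain, to which the study ascribes a potential role in degradation. It was expressed under the ubiquitous driver da-Gal4, and chromatin was precipitated with an anti-Myc antibody. The 6 libraries fell into 4 groups: 2 Myc-CycGΔP ChIP replicates, 2 input libraries of the same chromatin, 1 mock ChIP from da-Gal4/+ discs without the tagged protein, and 1 input of the mock chromatin. Each ChIP used 600 discs. The libraries of the Myc-CycGΔP discs were made from 38 ng of DNA and read to 75 bp, and those of the mock discs from 5 ng and 50 bp.

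The data were 1 list of 3363 peaks on the dm6 build, in which the authors had already joined the reproducible peaks of both Myc-CycGΔP ChIP replicates. The list gave the sequence, start and end of each peak and no height, score or count. The list gives no read depth behind a peak, the read numbers of the libraries were not used here, and no value below has a replicate error. The intervals below are 95% Wilson intervals over peaks or genes, which cover counting error only. The list held no peaks of the mock ChIP, so the background in the mock discs at these positions was not analysed here.

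The peaks were 81 to 19524 bp wide, with a median of 365 bp (quartiles 215 and 683 bp). No neighbouring peaks overlapped. Together they covered 1973210 bp, which is 1.38% of the 142573024 bp of the genome that are not N.

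A first question was whether the peaks followed sequence length. They did not (permutation test with 100000 multinomial draws, p = 1e-05, the smallest value these draws can give). Of all peaks, 1258 (37.4%, interval 35.8 to 39.1%) lay on sequences outside the 7 chromosome arms, on unplaced scaffolds, the ribosomal DNA (rDNA) and the mitochondrial genome. These sequences make up 3.87% of the non-N genome, so the peaks there numbered 9.67 times the 130.1 expected by length. The alternative that moved this value most was to count expected peaks by sequence that is not repeat-masked, which gave 18.8. Peaks lay on 585 of the 1870 sequences of the build, of which 578 were outside the arms. The ratios of observed to expected peaks were 0.532 on 2L, 0.667 on 2R, 0.566 on 3L and 0.497 on 3R. They were 0.948 on X, 1.27 on chromosome 4 and 1.21 on Y, where 97 peaks lay although the discs came from female larvae. The last 3 did not differ from 1 by an exact binomial test (two-sided, unadjusted p = 0.185, 0.127 and 0.0705). The ratios of the arms depend on the sequences they are set against. With expected numbers taken over the arms alone, an alternative chosen after seeing the data, they were 1.46 on X, 1.96 on chromosome 4, 1.85 on Y and 1.03 on 2R, and between 0.764 and 0.870 on the other arms. In unique sequence, the ratio on Y was 0.192, from 1 peak against 5.20 expected. It did not differ from 1 (exact binomial test, two-sided, unadjusted p = 0.0729).

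Along the arms, the peaks were dense where repeats were dense. Of the 200 kb bins of the arms other than Y, those with under 30% repeat-masked sequence held 1051 peaks at 9.06 peaks per Mb. The bins with 30% or more held 957 peaks at 54.1 per Mb. Y held 28.5 peaks per Mb, and the sequences outside the arms held 228 per Mb. Peaks were also closer together than when each was placed at random on its own sequence. The median gap between neighbours was 3237 bp, against 24889 bp in the placements (ratio 0.130; permutation test, 10000 placements, two-sided, p = 0.0002, the smallest value these placements can give). Clustered peaks are not independent of one another, which the random placements and the intervals do not take into account. A circular shift of all peaks of a sequence, which retains their spacing, is among the alternatives.

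**Figure D1:**
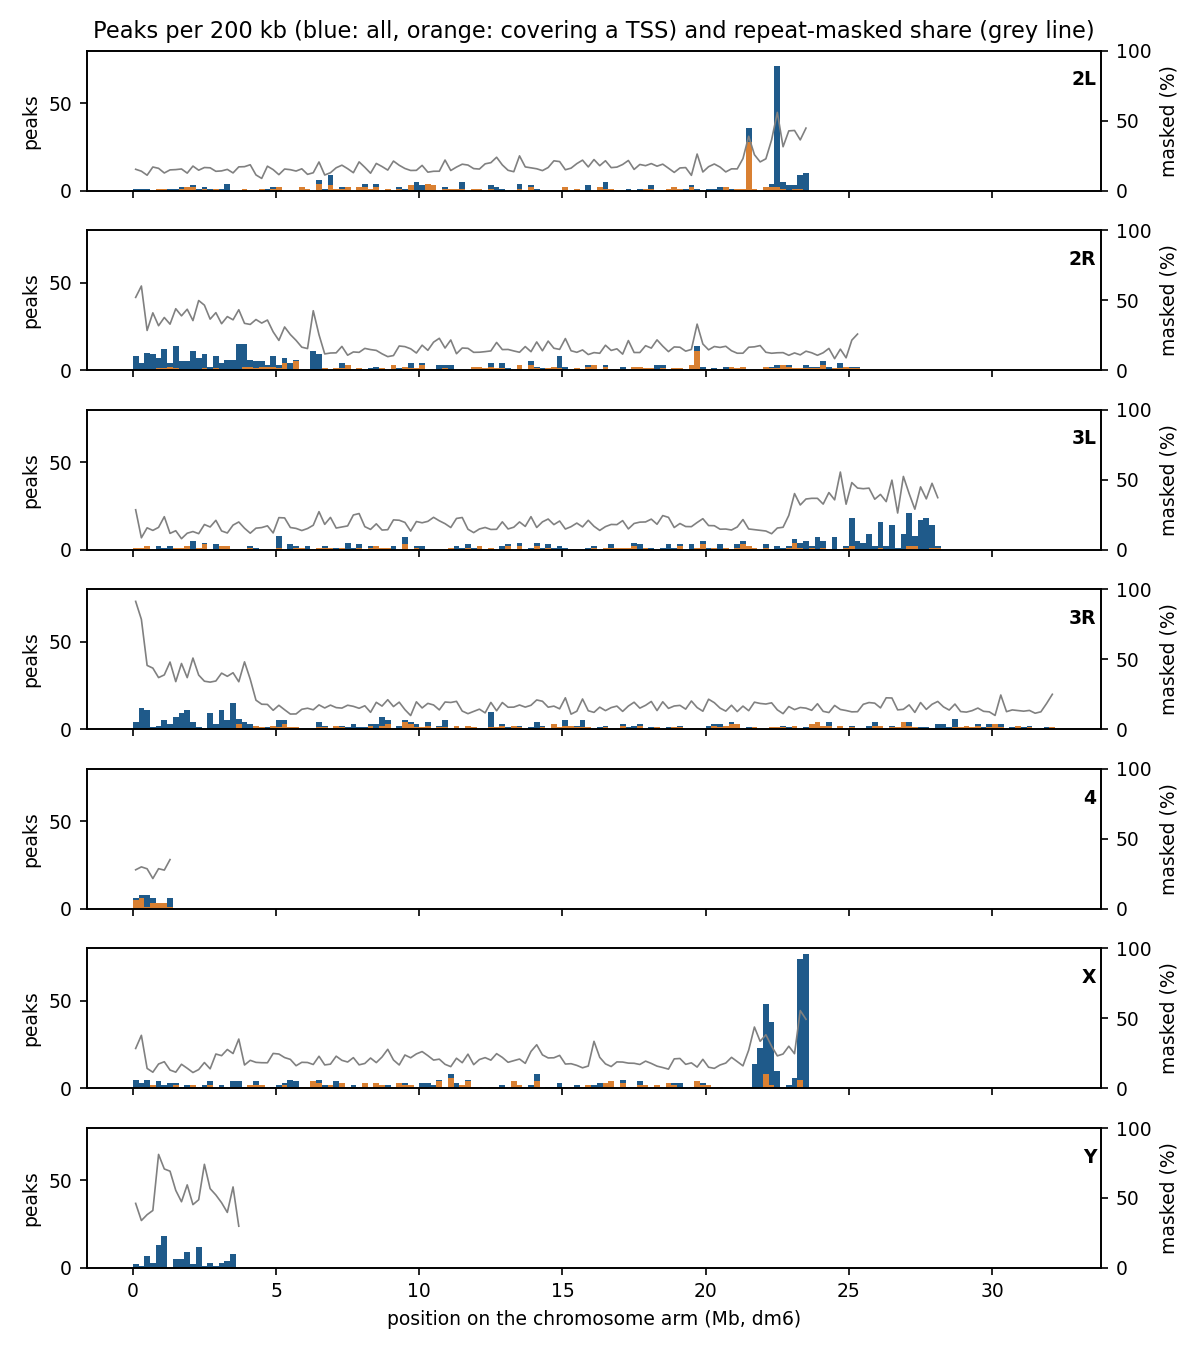
Number of peaks per 200 kb (left axis; blue, all peaks; orange, peaks covering a TSS) and repeat-masked share of the sequence in percent (right axis, grey line) against the position in Mb on each of the 7 arms of dm6. The highest blue bars stand where the grey line rises, at the ends of 2L and X.

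The repeat-masked share of the peak sequence was 62.5%, against 44.3% in the random placements (ratio 1.41, permutation p = 0.0002, two-sided). The GC content of the peaks was 42.4%, against 40.5% in the placements (ratio 1.05, permutation p = 0.0002, two-sided). The GC difference changed direction when peaks and placements were limited to unique sequence, where the ratio was 0.910. Unique sequence was defined after the list had been seen, from words of the read length, 75 bp, that occur once in the genome. A peak counted as unique when at least 90% of the words starting in it occurred once. Such words made up 26.0% of the words in the peaks, against 67.5% in the placements (ratio 0.385, permutation p = 0.0002, two-sided). There were 739 unique peaks (22.0%), and 933 peaks (27.7%) held no word that occurs once.

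The next question was which parts of genes the peaks touched. By at least 1 bp, 1141 peaks (33.9%, interval 32.3 to 35.6%) overlapped an annotated gene, which is 0.756 times the 1510 of the random placements (permutation p = 0.0002, two-sided). The ratio reversed to 1.16 with unique peaks placed in unique sequence, and to 1.05 with the peaks of the repeat-poor bins. The latter were placed anywhere on their arm, repeat-rich bins included, so the 1.05 does not compare like sequence. These peaks lay on 1213 genes, against 1376 in the placements (ratio 0.882, permutation p = 0.0002, two-sided). This ratio rose above 1 under 4 of its 11 alternatives, and was 1.45 with unique peaks.

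Transcription start sites (TSSs) were in excess. A TSS lay inside 640 peaks (19.0%, interval 17.7 to 20.4%), against 165 in the placements (ratio 3.87, permutation p = 0.0002, two-sided). The alternative that moved this ratio most was the one limited to unique sequence, with a ratio of 15.4, and the circular shift gave 3.88. The TSSs of 907 genes lay inside a peak, against 246 in the placements (ratio 3.68, permutation p = 0.0002, two-sided). These are called TSS-bound genes below. Each peak was also put into 1 class in the order TSS, transcript end, exon, intron and intergenic. Transcript ends had 20 peaks against 102 in the placements, exons 39 against 512, introns 442 against 730 and intergenic sequence 2222 against 1853 (permutation p = 0.0002 for each class, two-sided).

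The share of peaks covering a TSS differed between regions. It was 50.1% in the repeat-poor bins (527 of 1051, interval 47.1 to 53.2%) and 11.2% in the repeat-rich bins (107 of 957, interval 9.34 to 13.3%). It was 0.477% outside the arms (6 of 1258, interval 0.219 to 1.04%). None of the 97 peaks on Y covered a TSS, with an upper Wilson limit of 3.81%. Of the 739 unique peaks, 566 (76.6%) covered a TSS, and of the 2624 other peaks, 74 (2.82%) did.

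The position of the peaks relative to the TSS was measured after the list had been seen. The centre of the 566 unique peaks lay at a median of -70.3 bp from the nearest TSS they covered, upstream on the gene's strand (quartiles -98.9 and -45 bp). The centre was upstream in 545 of the 566 peaks (96.3%). With all 640 peaks, the median was -66 bp and 567 centres (88.6%) were upstream. The TSSs of 2 or more genes lay inside 139 of the 640 peaks (21.7%).

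**Figure D2:**
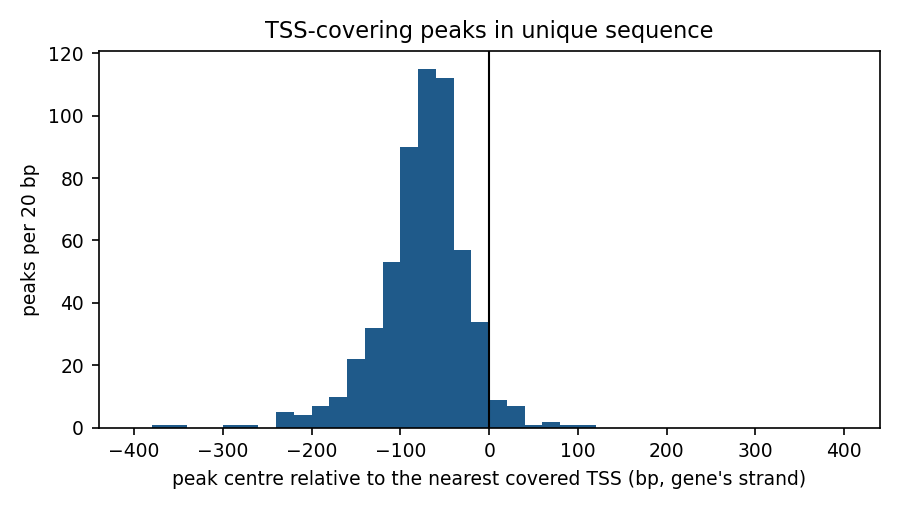
Number of unique peaks covering a TSS, per 20 bp, against the distance in bp from the nearest covered TSS to the peak centre, with negative values upstream on the gene's strand. Of the 566 peaks, 545 sit to the left of the vertical line at the TSS.

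The 4 genes that the study followed by quantitative PCR were read off the list. The peak at RpL7 (FBgn0005593, 2L 10201004 to 10202321, plus strand) spanned 10200853 to 10201180. Both annotated starts of RpL7 lay inside it, and the centre was 12.5 bp downstream of the first. The reference sequence from 25 bp before to 25 bp after that start is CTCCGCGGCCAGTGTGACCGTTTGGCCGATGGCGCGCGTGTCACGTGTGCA, and Motif 1 and an E-box lay within 100 bp of it. The peak at RpL5 (FBgn0064225, 2L 22532279 to 22536884, minus strand) spanned 22536548 to 22536961 and covered its 3 annotated starts, with its centre 129.5 bp downstream of the first. The RpL5 start nearest to the centre was 22536687, and by the nearest start, the measure used above, the centre lay upstream. The peak at Rack1 (FBgn0020618, 2L 7825347 to 7827315, minus strand) spanned 7827197 to 7827434 and covered its 2 annotated starts. The centre of the Rack1 peak fell within 1 bp of the first of them, and the sequence around that start, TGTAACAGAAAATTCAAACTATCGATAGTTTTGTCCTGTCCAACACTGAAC on the gene's strand, holds the DNA replication-related element (DRE). All words in these 3 peaks were unique. CycG itself (FBgn0039858, 3R 31596642 to 31612664, minus strand) had no peak in the list, although the study described it among the genes bound at the TSS. The nearest peak, 31333638 to 31333988, was 262654 bp away. The study's ChIP-qPCR was reported to show Cyclin G highest at the TSS of all 4 genes, CycG included.

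The 5 widest peaks of the list were also the 5 widest that cover a TSS. The widest, 19524 bp, was the whole mitochondrial genome, with 38 genes. The next ones lay on the rDNA sequence, at 35861 to 50903 and 62718 to 76973, over the genes of the ribosomal RNA precursor. The remaining ones, 2L 21430303 to 21441086 and 2L 21416288 to 21426033, lay over genes of the histone cluster. Peaks covered 56.7% of the rDNA sequence (11 peaks) and 85.5% of the 124729 bp of the histone cluster (33 peaks), where 2.08% of the words occur once. Without the peaks of the histone cluster, the rDNA and the mitochondrial genome, 722 TSS-bound genes were left.

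The study described genes of translation and protein phosphorylation among the bound genes, so 8 gene sets were counted among the TSS-bound genes. Each set was tested against all 18358 annotated genes with a one-sided hypergeometric test, which is exact, adjusted by Benjamini-Hochberg over the 8 sets. Of the cytoplasmic ribosomal protein genes, 46 of 92 (50.0%, interval 40 to 60%) were TSS-bound, against 4.71% of the other genes (odds ratio 20.2, adjusted exact p = 5.11e-35). The alternative that moved this odds ratio most used the 1685 peaks at or above the median width, called the wider peaks, and gave 9.83. The odds ratio was 4.30 for translation initiation factor genes (8 of 44, adjusted exact p = 0.0025) and 3.31 for protein kinase genes (24 of 166, adjusted exact p = 5.89e-06). It was 3.30 for proteasome genes (7 of 48, adjusted exact p = 0.0117) and 2.69 for oxidative phosphorylation genes (10 of 82, adjusted exact p = 0.0112). With the wider peaks, the initiation factors no longer passed the threshold (odds ratio 3.58). The proteasome and oxidative phosphorylation sets fell to 0 and 0.599, with 0 of 48 and 1 of 82 genes bound. The kinase set was partial, since 7881 of the 13986 protein-coding genes had a descriptive product name. It was chosen by the word kinase alone and not limited to kinases that act on proteins. The set therefore does not match the study's protein phosphorylation category.

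The mitochondrial ribosomal protein genes did not pass the threshold, with 5 of 73 bound (odds ratio 1.42, adjusted exact p = 0.293). These were mRpL13, mRpL47, mRpL53, mRpS16 and mRpS21. The tRNA genes did not pass either, with 22 of 312 bound (odds ratio 1.47, adjusted exact p = 0.0686). All 22 were mitochondrial and lay in the peak that spans the mitochondrial genome, and none of the 290 nuclear tRNA genes was TSS-bound, which allows a share of up to 1.03% (3 genes of the total). The histone cluster genes had 101 of 111 bound (odds ratio 219, adjusted exact p = 1.26e-120), and none with unique peaks. Neighbouring copies share peaks, so this p, which treats the genes as independent, overstates the evidence. The study left histone complex genes out of its signal profiles, as an example of spurious signal that is uniform along the gene.

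**Figure D3:**
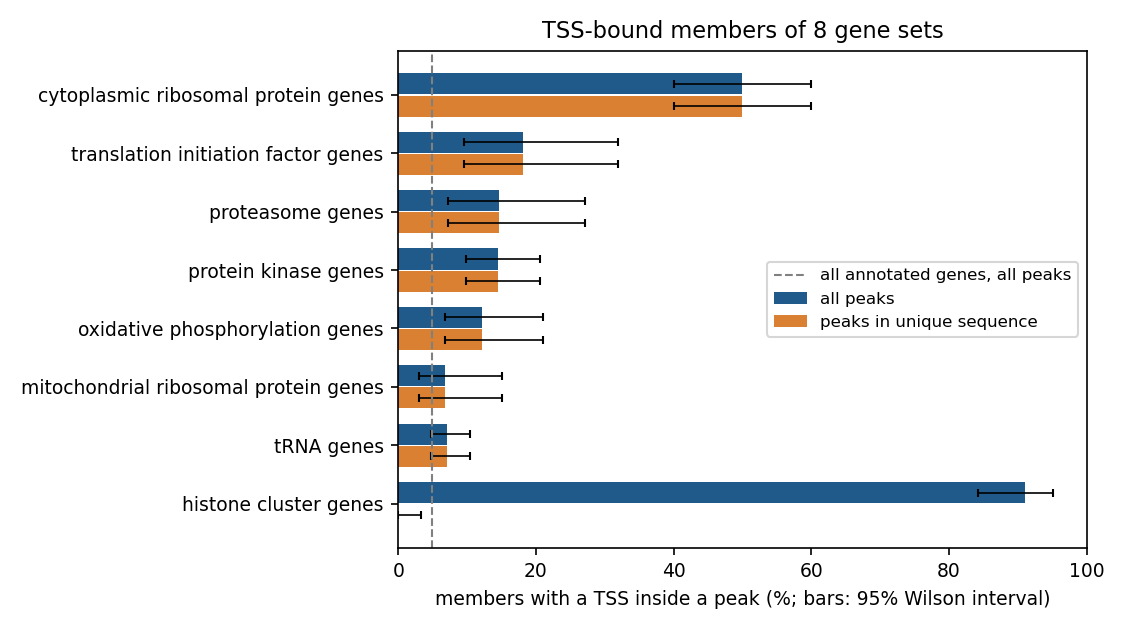
Percent of the members of 8 gene sets with a TSS inside a peak, with all peaks (blue) and with unique peaks (orange). Whiskers are 95% Wilson intervals and the dashed line is the share among all annotated genes with all peaks. The ribosomal protein bar stands at 50.0% with both kinds of peaks, and the histone bar falls from 91.0% to 0.

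Promoter motifs were compared between 795 bound and 13191 unbound protein-coding genes, within 100 bp of 1 TSS per gene (a start inside the peak for bound genes, the 5′-most start for unbound genes), with Fisher's exact test (two-sided, Benjamini-Hochberg over 9 motifs). Past the threshold of 0.05 were 7 motifs. The initiator TCAKTY, read within 10 bp of the TSS, occurred at 2.77% of bound and 12.7% of unbound TSSs (odds ratio 0.196, adjusted exact p = 4.14e-21). The DRE (TATCGATA) occurred at 15.6% of bound and 7.35% of unbound TSSs (odds ratio 2.33, adjusted exact p = 1.89e-13). The alternative that moved the DRE most used the wider peaks without the histone cluster genes and gave 3.64. The odds ratios were 2.45 for Motif 1 (adjusted exact p = 4.39e-09), 1.83 for Motif 7 (adjusted exact p = 8.95e-07) and 1.82 for Motif 6 (adjusted exact p = 0.015). With the wider peaks, Motif 1 and Motif 6 no longer passed the threshold and Motif 7 reversed to 0.965. With the 5′-most start read in bound genes too, no motif changed direction or side of the threshold, and the initiator had an odds ratio of 0.243.

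The TCT initiator, a start site motif of ribosomal protein genes, occurred at 18 of the 795 bound TSSs (odds ratio 4.05, adjusted exact p = 7.35e-06). Without the ribosomal protein genes, its odds ratio was 0.849. The TATA box was in slight excess (odds ratio 1.32, adjusted exact p = 0.0492), which reversed to 0.256 without the histone cluster genes. With the wider peaks its odds ratio was 4.06, and 0.329 without the histone cluster genes. The GAGA element (odds ratio 0.921, adjusted exact p = 0.381) and the E-box (odds ratio 1.35, adjusted exact p = 0.141) did not pass the threshold. Without the histone cluster genes both did, with odds ratios of 0.642 for the GAGA element and 1.56 for the E-box.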

Values the study reported

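The study reported 3363 significant peaks in the Myc-CycGΔP discs. It placed 1045 of these peaks on 889 genes and described most of them as located at the TSS. The study described RpL7, RpL5, Rack1 and CycG as bound at the TSS. It also reported, from ChIP-qPCR with IgG as control, more Cyclin G at the TSS of each than in its gene body.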

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

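Of the 34 results, 12 had the same direction and the same side of the threshold under every alternative that was run or, for a count, stayed within 1.5 times its main value. These were the uneven number of peaks per sequence (5.86 to 18.8 times the expected number outside the arms), the low ratios on 2L (0.504 to 0.817) and 3L (0.544 to 0.870), the ratio of peaks covering a TSS (1.31 to 15.4) and of TSS-bound genes (1.67 to 9.23), the repeat-masked share (ratio 1.09 to 2.85), the spacing (ratio 0.0915 to 0.868), the odds ratios of the cytoplasmic ribosomal protein genes (9.83 to 26.5) and of the protein kinase genes (2.49 to 4.31), those of the DRE (2.06 to 3.64) and of the initiator (0.106 to 0.243), and the number of motifs past the threshold (5 to 9, against 7). That count does not say which motifs passed, and these changed as described below. The other 22 results changed under at least 1 alternative. Of the 227 values under alternatives, 181 did not change, 24 reversed, 8 lost and 13 gained significance, and 1 count moved.

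With unique sequence alone, an alternative chosen after seeing the data, the ratio reversed to 1.16 for peaks overlapping a gene, to 1.45 for bound genes and to 0.910 for GC content, the odds ratios reversed to 0 for histone cluster genes and 0.250 for the TATA box, and those of tRNA genes (1.91) and the GAGA element (0.648) passed the threshold. The histone value follows from the construction, since hardly any word of the cluster occurs once. Leaving out the histone cluster genes alone gave nearly the same values for the TATA box (0.256) and the GAGA element (0.642). The same 22 mitochondrial tRNA genes stayed bound while all TSS-bound genes fell from 907 to 710, which raised the tRNA odds ratio. With the peaks of the repeat-poor bins, also chosen after seeing the data, peaks overlapping a gene reversed to 1.05 and bound genes to 1.18. Their placements covered the whole arm, repeat-rich bins included, so these values do not show a reversal within repeat-poor sequence. The ratio of bound genes also reversed with a circular shift (1.13) and with peaks within 1 kb merged (1.05). The cause of the other changes in this paragraph was not tested.

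With the 1685 wider peaks, the odds ratio reversed for mitochondrial ribosomal protein genes (0.674), oxidative phosphorylation genes (0.599), proteasome genes (0), Motif 7 (0.965) and the GAGA element (1.66). It no longer passed the threshold for translation initiation factor genes (3.58), Motif 1 (1.65) and Motif 6 (1.10), while that of tRNA genes passed it (3.86). The reversed gene set values rest on 1 of 73, 1 of 82 and 0 of 48 bound members, against 2.02% of the other genes. Counts this small do not show a deficit. Of the 4 genes followed by the study, 1 (RpL5) was covered by a wider peak, against 3 with all peaks. Fewer peaks were tested here, and the peaks covering a TSS were narrower (median 315 bp) than the others (423 bp). The 22 mitochondrial tRNA genes stayed bound while all TSS-bound genes fell to 370, which raised the tRNA odds ratio. All 101 bound histone cluster genes stayed bound too. With the wider peaks and without these genes, an alternative chosen after seeing the data, Motif 1 passed the threshold again (2.72), Motif 7 (1.61) and the GAGA element (0.711) had the direction they have with all peaks, and the TATA box was at 0.329. The reversals of Motif 7 and the GAGA element and the loss of Motif 1 with the wider peaks therefore came from the larger share of histone genes. Motif 6 (1.77) and Motif 7 did not pass the threshold there, with 172 bound genes left. The cause of the other changes was not tested.

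Among the arms, the ratio of observed to expected peaks reversed on X with the wider peaks (1.04), with the arms alone (1.46) and with unique sequence (1.16), on 2R with the arms alone (1.03), on chromosome 4 with the wider peaks (0.636) and on Y with unique sequence (0.192). The excess on chromosome 4 passed the threshold by expected numbers from unmasked length (1.37), with peaks within 1 kb merged (1.60), with the arms alone (1.96) and with unique sequence (3.53). The excess on Y passed it by unmasked length (2.00), with the wider peaks (1.39) and with the arms alone (1.85). The deficits on 2R (0.974) and 3R (0.893) no longer passed it with unique sequence. Of the reversals, only X with the arms alone and with unique sequence passed the threshold (exact binomial test, p = 1.56e-19 and 0.0462). The reversal on Y rested on 1 peak. The arms alone and unique sequence were chosen after seeing the data. With the arms alone, every ratio rose by construction, since the sequences dense in peaks were left out. The cause of the others was not tested.

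Without the ribosomal protein genes, the TCT initiator reversed to an odds ratio of 0.849 and Motif 6 no longer passed the threshold (1.69). Without the histone cluster genes, chosen after seeing the data, the TATA box reversed to 0.256, and the GAGA element (0.642) and the E-box (1.56) passed the threshold. By construction, these changes came from the genes left out. The odds ratio of tRNA genes was 0 with nuclear genes alone, also chosen after seeing the data, since every bound tRNA gene was mitochondrial. The GAGA element passed the threshold with the window of 250 bp on each side (0.848), and the cause was not tested.

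The odds ratio of histone cluster genes under any overlap with the gene had no finite value, since all 111 overlapped a peak, and is not among the values counted.

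No paired analysis was possible because the list holds no values per replicate. For the same reason the alternatives that leave out each replicate or use the replicate number were not run, and no stricter threshold than the authors' was set except by width. The list gives no depth and the read numbers of the libraries were not used here, which limits what a missing peak means. At CycG the list holds no peak, although the study described binding at its TSS and reported it by ChIP-qPCR too. Whether signal there fell below the authors' threshold was not tested.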

Other observations

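The tests on nuclear tRNA genes, on the TATA box without histone genes, on the words of the mitochondrial genome and on unique sequence outside the arms were chosen only after the result was seen. The patterns on mobile elements, on peak centres and on chromosome 4 and X were noticed in the list and tested on the same list. Apart from heavy transcription and the promoter motifs DRE and Motif 1, no biological explanation was tested, because the list holds peaks of 1 genotype. The mock ChIP was not analysed here, so signal that does not depend on the tagged protein, for example at open or heavily transcribed chromatin, remains open as an explanation for each of them.

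The excess of peaks outside the arms, the peaks on Y in female discs and the dense peaks in repeat-rich bins share a candidate explanation, namely reads that align to several places. It predicts peaks with fewer unique words than random placements in the same sequence. Outside the arms, 30.4% of the words in peaks occurred once, against 33.1% in the placements (95% of placements between 31.9 and 34.4%). On Y the share was 10.4% against 25.4%, and in the repeat-rich bins it was 12.1% against 50.7% (permutation p = 0.0002 for each, two-sided, the smallest value 10000 placements can give). On Y and in the repeat-rich bins, these tests go with ambiguous alignment. Sequence that Y shares with other chromosomes was not counted apart from repeats within Y. Outside the arms the difference was small. Placements there stay on sequences that are mostly ambiguous (33.1% unique words, against 86.1% in the genome). They therefore cannot test ambiguous alignment as a cause of the excess outside the arms. Sequence with exact copies elsewhere does not account for all of that excess. The 73 unique peaks outside the arms were still 5.86 times the number expected from the unique words there. Copies that differ by a few bases count as unique here, so ambiguous alignment among such copies stays open. The build may also lack copies of sequences that the flies carry in larger numbers, and this was not tested.

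Mobile elements annotated on the arms held the midpoints of 547 of the 2105 arm peaks (26.0%), against 120 in random placements (ratio 4.55, permutation p = 0.0002, two-sided). Of 129 families, 25 were in excess and 1, INE-1, was depleted, with 0 peaks against 8.90 placed (adjusted permutation p = 0.00103, Benjamini-Hochberg over the families). The families with the most peaks were roo (51), F (42), 412 (40), jockey (39) and R1A1 (38), and R1A1 had 33.3 times the number placed. No explanation for the differences between families was tested.

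The peak over the whole mitochondrial genome was not explained by sequence shared exactly with nuclear copies, because 92.5% of its words occur once in the build. Mitochondrial DNA present in different amounts in ChIP and input remains open, as the list holds no read numbers.

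The excess of peaks at TSSs was not explained by GC content, since it was 3.78 with placements matched on GC content. It was not explained by sequence with exact copies elsewhere either, since it was 15.4 among unique peaks placed in unique sequence. The centres upstream of the TSS did not come from a choice among several annotated starts. Where a unique peak covered 1 gene with 1 annotated TSS, 254 of 255 centres (99.6%, interval 97.8 to 99.9%) were upstream. A protein or an open region just upstream of the start may give such a pattern, and the list cannot separate them.

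The excess of ribosomal protein genes among the TSS-bound genes was not explained by promoter GC content. Within 5 strata of GC content the odds ratio was 17.1 (95% interval 11.2 to 26.0), against 17.6 without strata, among protein-coding genes. Heavy transcription by any polymerase alike was argued against by the nuclear tRNA genes. None of these 290 genes was TSS-bound (hypergeometric test, one-sided, exact p = 3.69e-07). Other genes that RNA polymerase II does not transcribe went the other way. The TSSs of 36 ribosomal RNA genes lay in peaks, peaks covered 56.7% of the rDNA, where 20.7% of the words occur once, and the mitochondrial genome was 1 peak. The 36 ribosomal RNA genes were not split by polymerase, so the tRNA genes do not show that genes of their polymerase go unbound. Heavy transcription by some polymerases, RNA polymerase II included, stays open, since no expression values were used here.

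The excess of TATA boxes at bound TSSs (odds ratio 1.32, and 4.06 with the wider peaks) came from the multi-copy histone genes. Without them, the odds ratios were 0.256 and 0.329.

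Genes of chromosome 4 and of X were in excess among the genes bound by unique peaks. On chromosome 4, 24 of 80 protein-coding genes (30%, interval 21.1 to 40.8%) were TSS-bound, against 4.58% on the other arms (Fisher's exact test, two-sided, odds ratio 8.93, adjusted exact p = 9.49e-13 over 7 arms). On X, 157 of 2196 were (7.15%, interval 6.15 to 8.30%), against 4.27% (odds ratio 1.73, adjusted exact p = 1.24e-07). With all peaks the odds ratios were 7.42 and 1.57. Genes of 2L were also in excess with all peaks (odds ratio 1.48, adjusted exact p = 1.39e-05) but not with unique peaks, where the odds ratio was 0.714 (adjusted exact p = 0.00531). Bound genes of 2L fell from 198 to 96. The histone cluster on 2L had 101 bound genes with all peaks and none with unique peaks, so the change on 2L went with their loss. For chromosome 4, the odds ratio was 8.08 (95% interval 4.92 to 13.3) within strata of promoter GC content and 9.83 (5.96 to 16.2) within strata of the DRE and Motif 1. For X, it was 1.73 (1.43 to 2.08) and 1.59 (1.32 to 1.91). The matching values without strata, among all protein-coding genes, were 8.75 for chromosome 4 and 1.68 for X. Neither GC content nor these motifs therefore account for the excesses. Gene expression, which may differ between chromosomes, was not tested.

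No peak lay at CycG, although the study described binding at its TSS from ChIP-seq and from ChIP-qPCR. Exact copies of its promoter sequence elsewhere were not the reason, since 100% of the words within 500 bp of its TSSs occur once. The list holds as many peaks as the study reported, which argues against missing peaks. Whether reads were raised there below the authors' threshold cannot be read from it.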
